# ELK3 Controls Gastric Cancer Cell Migration and Invasion by Regulating ECM Remodeling-Related Genes

**DOI:** 10.3390/ijms23073709

**Published:** 2022-03-28

**Authors:** Minwook Lee, Hyeon-Ju Cho, Kyung-Soon Park, Hae-Yun Jung

**Keywords:** ETS transcription factor *ELK3*, gastric cancer metastasis, extracellular matrix remodeling, cell migration, cell invasion

## Abstract

Current therapeutic strategies for gastric cancer, including surgery and chemotherapy improve patient survival; however, the survival rate of patients with metastatic gastric cancer is very low. The molecular mechanisms underlying the dissemination of gastric cancer cells to distant organs are currently unknown. Here, we demonstrate that the E26 transformation-specific (ETS) transcription factor *ELK3* (*ELK3*) gene is required for the migration and invasion of gastric cancer cells. The *ELK3* gene modulates the expression of extracellular matrix (ECM) remodeling-related genes, such as bone morphogenetic protein (*BMP1*), lysyl oxidase like 2 (*LOXL2*), Snail family transcriptional repressor 1 (*SNAI1*), serpin family F member 1 (*SERPINF1*), decorin (*DCN*), and nidogen 1 (*NID1*) to facilitate cancer cell dissemination. Our in silico analyses indicated that *ELK3* expression was positively associated with these ECM remodeling-related genes in gastric cancer cells and patient samples. The high expressions of *ELK3* and other ECM remodeling-related genes were also closely associated with a worse prognosis of patients with gastric cancer. Collectively, these findings suggest that ELK3 acts as an important regulator of gastric cancer cell dissemination by regulating ECM remodeling.

## 1. Introduction

Gastric cancer is one of the most common types of cancer worldwide and a leading cause of cancer-related mortality [1,2]. The five-year survival rate of patients with gastric cancer with early-stage disease is 70%, whereas that of patients with invasive and distant metastasis is less than one third [3]. It is well-known that metastasis is closely associated with patient mortality. Several reports suggest that microRNAs, Wnt signaling, and extracellular matrix (ECM)-related factors are possible mechanisms of gastric cancer metastasis [4,5,6,7,8,9,10,11]. However, the molecular mechanisms underlying gastric cancer invasion and metastasis remain to be elucidated.

ETS transcription factor *ELK3* (*ELK3*) plays a pivotal role in promoting the progression and metastasis of a number of types of cancer, including breast, prostate, bladder and liver cancer [12,13,14,15,16]. *ELK3* is an E26 transformation-specific (ETS) transcription factor family member that regulates various genes, including zinc finger E-box binding homeobox 1 (*Zeb1*) and hypoxia-inducible factor-1α (*HIF1α*), to control cell migration and metastasis [14,15]. ELK3 also modulates cell migration by regulating the expression of extracellular matrix (ECM)-related genes, such as bone morphogenetic protein (*BMP1*), serpin family E member 1 (*SERPINE1*), and membrane type 1-matrix metalloproteinase (*MT1-MMP*) [17,18,19,20]. Of note, ECM remodeling-related proteins, including BMP1 and serpin family members, are involved in gastric cancer invasion and metastasis [7,21,22]. However, the functional link between the *ELK3* gene and ECM on gastric cancer cell migration is not yet fully understood, although the high expression of *ELK3* in patients with gastric cancer is closely associated with cancer progression [23].

Here, we investigated whether ELK3 expression is functionally associated with the metastatic phenotype of gastric cancer. We found that ELK3 regulated the migration and invasion of gastric cancer cells. RNA sequencing data revealed that ELK3 regulated other ECM remodeling-related genes, particularly bone morphogenetic protein (*BMP1*), lysyl oxidase like 2 (*LOXL2*), snail family transcriptional repressor 1 (*SNAI1*), serpin family F member 1 (*SERPINF1*), decorin (*DCN*), and nidogen 1 (*NID1*) for controlling cell dissemination. The analysis of various gastric cancer cell lines and gastric cancer patient samples also revealed a positive association between *ELK3* and *BMP1*, *LOXL2*, *SNAI1*, *SERPINF1*, *DCN*, and *NID1*, and these genes were associated with a poor prognosis. Our finding demonstrated that the *ELK3*-mediated genetic network in ECM remodeling contributed to the migration and invasion of gastric cancer cells.

## 2. Results

### 2.1. ELK3 Controls Gastric Cancer Cell Migration and Invasion in E-Cadherin Independent Manner

To examine the effect of ETS transcription factor ELK3 (ELK3) on the cell dissemination capacity of gastric cancer cells, we examined *ELK3* mRNA expression in various gastric cancer cell lines using the Cancer Dependency Map (DepMap) database (Figure 1A). We also analyzed *ELK3* mRNA level and protein level with five gastric cancer cell lines (Figure 1B,C). From these analyses and a previous report [24], we selected gastric cancer cell lines exhibiting a relatively low and high expression of the *ELK3* gene (SNU484 and SNU638 cells, respectively) and further examined the molecular link between ELK3 and cell migration.

First, we determined whether the overexpression of ELK3 regulated cell migration and invasion. The SNU484 cells exhibited overexpression of *ELK3* mRNA and protein after transfection with pLenti-cMyc-DDK-*ELK3* plasmid DNA (Figure 2A,B). The SNU484 cells overexpressing the *ELK3* gene exhibited a marked increase in cell migration and invasion (Figure 2C). Our previous study demonstrated that ELK3 repressed the expression of E-cadherin, a marker of epithelial cell, to trigger breast cancer metastasis [14]. Therefore, we examined the expression of epithelial-mesenchymal transition (EMT) markers in *ELK3* overexpressed SNU484 cells. Unlike the data from the previous study on breast cancer, E-cadherin expression was no different between control and ELK3 overexpressed SNU484 cells (Figure 2D). However, the Fibronectin protein levels were significantly increased by ELK3 in SNU484 cells. To confirm our finding, we transfected SNU638 cells with si*ELK3* to deplete the *ELK3* gene (Figure 3A,B). The depletion of *ELK3* significantly inhibited cell migration and invasion (Figure 3C). However, E-cadherin and Fibronectin expression were no different between control and *ELK3*-depleted SNU638 cells (Figure 3D), suggesting ELK3-mediated cell migration and invasion in gastric cancer cells is unnecessary for E-cadherin.

### 2.2. ELK3 Regulates Extracellular Matrix (ECM) Remodeling-Related Genes to Control Cell Migration and Invasion

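RNA-Seq was performed on 4 libraries of SNU638 cells, a human gastric cancer cell line. Cells of 2 libraries were transfected with a non-specific siRNA (siCon, replicates 1 and 2) and cells of the other 2 libraries with a pool of siRNAs against ELK3 (siELK3, replicates 1 and 2), each at 50 nM. The paper gives an incubation of 48 h to 72 h after transfection, and the sample labels give 48 h. The libraries were prepared with QuantSeq, a protocol whose reads come from the 3′ end of each mRNA. For each library the authors deposited a log2(normalized read number + 1) value for 25737 listed genes. The paper's text does not name the aligner, the genome build or the normalization, and no unnormalized read numbers were used here. The low values lie in narrow steps, and the height of a step gave the normalized value that 1 read stands for, between 0.848 and 1.04 in the 4 libraries. Divided by this unit, the libraries held 9041067 apparent reads in siCon replicate 1, 7749021 in siCon replicate 2, 8469237 in siELK3 replicate 1 and 8384193 in siELK3 replicate 2. At these depths a gene with a normalized value of about 1 rests on a single read.

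The 18680 listed genes with at least 1 read in any library were tested with limma on the deposited log2 values, siELK3 against siCon, with Benjamini-Hochberg adjustment and a prior spread that follows the expression level. Fold changes are on the log2(value + 1) scale, which understates the change of genes with few reads. With 2 libraries in each group, an exact permutation test of 1 gene cannot give a two-sided p below 0.333. Libraries with the same replicate number deviated from their group means together, with a correlation of 0.329 across the 12999 genes with a mean normalized value of at least 10, and genes are not independent replicates. A fit with the replicate number as a block is therefore given beside the fit without it.

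ELK3, the targeted gene, lies on chromosome 12 from 96194382 to 96269835 of GRCh38, on the plus strand. Its normalized value was 528.9 ± 70.9 (SD, n = 2) in siCon and 271.7 ± 88.5 (SD, n = 2) in siELK3 cells, and it was lower in siELK3 than in siCon cells in both same-numbered pairs. The log2 fold change was -0.99 (standard error 0.22, adjusted p = 0.988 from limma), and ELK3 ranked 1 of 18680 genes by p. With the replicate block the adjusted p of ELK3 was 3.07e-10 from limma. In that fit the spread of a gene's own values did not enter its p. The value therefore does not measure the spread between the 2 ELK3 pairs, which changed by -1.19 and -0.79. The log2 fold change stayed between -1.33 and -0.65 with each library left out in turn.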

To further investigate the molecular mechanisms underlying ELK3-mediated cell migration and invasion, RNA-Seq analysis of the control and *ELK3*-depleted SNU638 cells was performed. 

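In the limma fit without the replicate block, 0 of the 18680 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.988. An unadjusted p under 0.05 was obtained for 440 genes, where 934 would be obtained on average with no difference between the groups and independent libraries. This fit leaves the difference between replicate numbers in its spread, which can make its p-values too large. A number below 934 is therefore not evidence that no gene changed. The other split of the libraries that parts both same-numbered pairs gave 338 genes. A fold change above 1.5 together with an unadjusted p under 0.05 was found for 285 genes, 94 higher and 191 lower in siELK3 cells. With the replicate block, 30 genes had an adjusted p under 0.05, 15 higher and 15 lower, and 461 genes passed the fold change and the unadjusted p. An unadjusted p under 0.05 was then obtained for 1351 genes, above the 934 expected with no difference. ELK3 had the smallest adjusted p of the 30 genes. In the block fit limma estimated the prior degrees of freedom as infinite, so that the spread of a gene's own values did not enter its p. Among the alternatives, the number of genes past the fold change and the unadjusted p moved most when limma used 1 prior spread for all genes, to 768 genes, and this alternative was chosen after seeing the data. An ordinary equal-variance linear model on the unlogged normalized values, with the fold change taken as the ratio of the group means of value + 1 and a group mean above 1 on the log2 scale required, gave 261 genes, 85 higher and 176 lower. All 261 are in Table S1, and 0 of the genes tested this way had an adjusted p under 0.05. This procedure was also found after seeing the data, by comparison with the fold changes and p-values that the paper reports in Table S1.

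**Figure D1:**
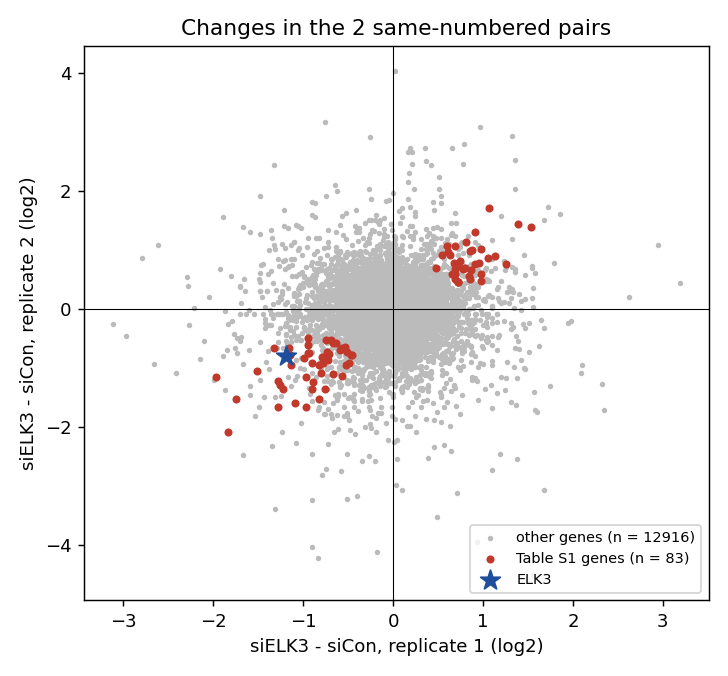
Change in expression (siELK3 minus siCon, log2 of normalized reads + 1) in the replicate 1 pair on the x axis and the replicate 2 pair on the y axis. Each point is 1 of the 12999 genes with a mean normalized value of at least 10; 83 of them are in Table S1 (red), and the star is ELK3, which changed by -1.19 in the first pair and -0.79 in the second.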

Among 25,000 genes, 262 genes were selected exhibiting a >1.5-fold change in expression, and a *p*-value < 0.05 was selected (Table S1). Notably, the GSEA (Gene Set Enrichment Analysis) plot revealed that the *ELK3* depletion downregulated the expression of genes associated with cell junction disassembly and upregulated the genes involved in cell adhesion (Figure 4A). 

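The gene sets used for GSEA in Figure 4A were not used here. In their place, cell adhesion families were taken by gene symbol (cadherins, protocadherins, desmosomal proteins, catenins, integrins, claudins, tight junction proteins, nectins and immunoglobulin-type adhesion molecules), a list written before the values were seen. Of their members, 66 genes had a mean normalized value of at least 10. In siELK3 cells 29 of them were higher and 37 lower than in siCon cells. Their median log2 fold change was -0.017, and that of all 12999 genes at this level was 0.0020. The camera test of limma, which compares a set with all other genes, gave an adjusted p = 0.944 for the 66 genes (over the 2 sets tested), with the direction lower. With the replicate block camera of limma gave an adjusted p = 0.906 and the opposite direction. The median lay at the 32.8th percentile among 10000 random lists of genes matched on mean expression. A rise or a fall of these families as a whole was not separable from the spread between replicates.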

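All 262 genes of Table S1 were found in the deposited values, 177 lower and 85 higher in siELK3 cells. Over the 4 libraries together the median of these genes was 17.5 apparent reads, with a range from 3 to 683. The median of the 18680 genes with a read was 354 apparent reads. At most 20 apparent reads were seen for 139 of the Table S1 genes (53.1%), against 25.1% of all genes with a read, and 82 of the Table S1 genes had no read in one of the groups. In the limma fit without the replicate block, 98 of the 262 genes had an unadjusted p under 0.05, and with the replicate block 99. After adjustment over all genes, 0 passed without the block and 1 with it, and with ordinary linear models 8 passed on log2(CPM + 1), 11 on log2(CPM + 0.1) and 19 on quantile-normalized values. Adjusted over the 262 genes alone, 0 passed without the block (smallest adjusted p = 0.107) and 1 with it, and as the list was drawn from the same libraries this count shows no stability. The exact two-sided binomial test of apparent reads, which compares these libraries and not the conditions and covers counting error only, gave p under 0.05 for 184 of the 262 genes and an adjusted p under 0.05 for 173. Of the 83 genes with a mean normalized value of at least 10, 73 passed that test. IMPA2, which has one of the 3 smallest p-values that the paper reports in Table S1, rose from 63.4 ± 0.19 normalized reads in siCon to 102.4 ± 1.11 in siELK3 cells (SD, n = 2 each), a log2 fold change of 0.68 (standard error 0.27, adjusted p = 0.988 from limma without and 0.465 with the replicate block). The p-values of Table S1 favour genes whose 2 libraries of a group happen to lie close together. Small SDs of Table S1 genes are therefore partly a result of the selection and do not show precision.

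**Figure D2:**
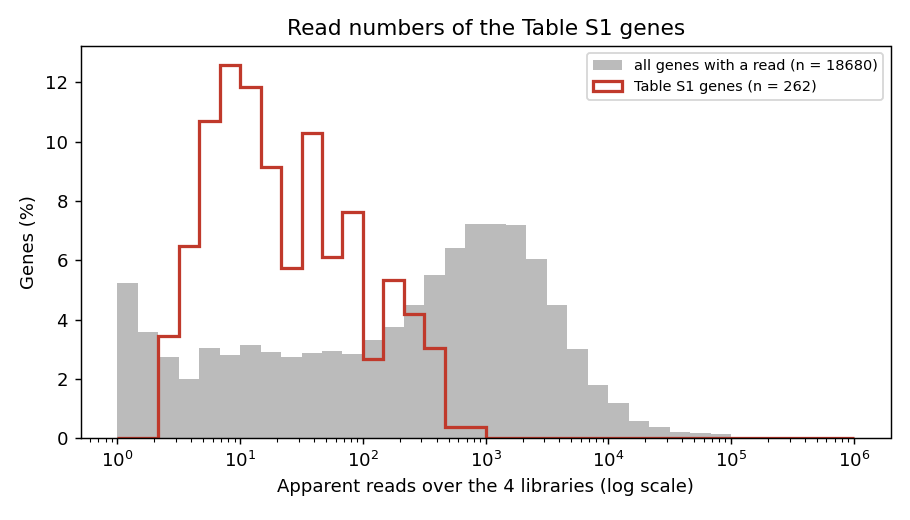
Apparent reads per gene summed over the 4 libraries, on a log scale, against the share of genes in each bin (%). The grey bars are the 18680 genes with a read, with a median of 354 reads, and the red line is the 262 genes of Table S1, with a median of 17.5 reads.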

Figure 4B,C were analyzed by DAVID analysis using the 262 selected genes. The pie graph showed the categories of the top five of the biological pathway in the *ELK3*-depleted SNU638 cells compared with the control SNU638 cells (Figure 4B). Among them, we focused on the genes related to cell migration and adhesion. Heatmap showed 39 genes belonging to the category of cell migration and adhesion (Figure 4C). 

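Each of the 39 genes changed in the direction drawn in Figure 4C, 26 lower and 13 higher in siELK3 cells, as the genes were chosen from these libraries by their change. Their median was 13.0 apparent reads over the 4 libraries, with a range from 3 to 282, and 30 of them had a mean normalized value below 10. An unadjusted p under 0.05 from limma was obtained for 17 of the 39 genes without the replicate block and for 16 with it. With ordinary linear models it was obtained for 35 genes on log2(CPM + 1), 31 on log2(CPM + 0.1) and 30 on quantile-normalized values. It was obtained for all 39 with 1 prior spread in limma and with the model on unlogged values, both chosen after seeing the data. With a mean value of at least 10, it was obtained in limma for 4 of the 9 genes left. Over all genes, an adjusted p under 0.05 was obtained for 0 of the 39 genes in both fits. Adjusted over the 39 genes alone, 0 passed without the block (smallest adjusted p = 0.0767) and 5 passed with it, namely HTR2B, SNAI1, PCDHGB6, LRRC6 and SSPO, with adjusted p from 0.0317 to 0.0336. With an ordinary linear model per gene, 8 of the 39 genes had an adjusted p under 0.05 over all genes on quantile-normalized values and 2, PTPRR and RARRES2, on log2(CPM + 0.1). Of the 9 genes with a mean normalized value of at least 10, 5 were higher in siELK3 cells. Among these, CCDC39 rose from 9.22 ± 1.28 to 27.3 ± 5.41 normalized reads (SD, n = 2 each), with a log2 fold change of 1.46 (standard error 0.58, adjusted p = 0.988 from limma). PRKCQ rose from 39.1 ± 4.86 to 67.9 ± 4.83 normalized reads, with a log2 fold change of 0.79. PCDHGA6 had 0 apparent reads in both siCon libraries and 6 and 4 in the siELK3 libraries, whereas PCDHGB6, a gene of the same protocadherin gamma cluster on chromosome 5, had 8 and 8 apparent reads in siCon and 0 in both siELK3 libraries. In GENCODE 29 (GRCh38) a transcript of each of the 2 genes ends in the same last exon, from 141510947 to 141512979, so that 3′ reads from this exon belong to both genes, and their values are uncertain. SSPO, which was among the 5 genes with the smallest p of all genes, had 0 apparent reads in the siCon libraries and 8 and 6 in the siELK3 libraries.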

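The 26 genes of the heatmap that were lower in siELK3 cells had a median of 9.0 apparent reads over the 4 libraries, and 22 of them had a mean normalized value below 10. No read was seen in either siELK3 library for 13 of the 26 genes. For BAMBI, DSC3 and ENPP2, for example, the siCon libraries held 2 and 1 apparent reads. With so few reads the fall was not separable from counting error (exact binomial test of the reads of these libraries, p = 0.124 for each of the 3 genes), although their adjusted p was under 0.05 on quantile-normalized values. The binomial test gave p under 0.05 for 16 of the 26 genes. The 4 genes with a mean normalized value of at least 10 were SNAI1, LOXL2, GPER1 and LRRC6. LRRC6 had the highest value of the 26 genes and fell from 86.2 ± 4.36 to 46.2 ± 0.44 normalized reads (SD, n = 2 each), a log2 fold change of -0.88 (standard error 0.31, adjusted p = 0.988 from limma without and 0.308 with the replicate block). GPER1 fell from 26.4 ± 3.72 to 12.2 ± 2.08 normalized reads, a log2 fold change of -1.06 (standard error 0.55, adjusted p = 0.988 without and 0.730 with the replicate block). PTPRR, which has one of the 3 smallest p-values that the paper reports in Table S1, had 6 and 5 apparent reads in the siCon libraries and was listed at 0 in both siELK3 libraries.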

In particular, we were interested in 26 downregulated genes and these genes were very closely associated with cell migration and locomotion (Figure 4D). To further analyze the molecular network, we used STRING-based analysis using the 262 selected genes. BMP1-mediated ECM remodeling was one of the main molecular networks by ELK3-induced cell migration and adhesion (Figure 4E). 

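BMP1 encodes a secreted metalloproteinase of the tolloid family and lies on chromosome 8 from 22164736 to 22212326 of GRCh38, on the plus strand. Its normalized value was 49.5 ± 0.47 (SD, n = 2) in siCon and 23.6 ± 2.49 (SD, n = 2) in siELK3 cells, which rests on 58 and 48 apparent reads in siCon and 24 and 26 in siELK3. The log2 fold change was -1.04 (standard error 0.42, adjusted p = 0.988 from limma), and the adjusted p was 0.497 with the replicate block. The log2 fold change stayed between -1.14 and -0.94 with each library left out in turn. As BMP1 was selected from these libraries, this narrow range shows no stability. The difference was larger than counting error alone (exact binomial test of the reads of these libraries, two-sided p = 6.08e-06). The paper's reported fold change in Table S1 is 0.4877, and the ratio from the log2 fold change was 0.486.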

Our bioinformatics analyses indicated that ELK3 regulated cell migration by modulating ECM remodeling-associated genes. 

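Families of the extracellular matrix were taken by gene symbol before the values were seen, namely collagens, lysyl oxidases, matrix metalloproteinases and their inhibitors, ADAMTS proteinases, laminins, the tolloid proteinases, and nidogens, fibronectin and small leucine-rich proteoglycans. Of these, 37 genes had a mean normalized value of at least 10, and 17 of them were higher and 20 lower in siELK3 cells. Their log2 fold changes lay between -1.39 and 0.78, with a median of -0.15. BMP1 and LOXL2, which the paper selected by their fall in these same libraries, are among the 37 genes. The list is therefore not independent of the values, although it was written before they were seen. The median was also below 0 after median-of-ratios rescaling, on log2(CPM + 1), on log2(CPM + 0.1) and on quantile-normalized values, from -0.17 to -0.096. The camera test of limma gave an adjusted p = 0.419 with the direction lower, and an adjusted p = 0.493 with the same direction with the replicate block. The median lay at the 1.22th percentile among 10000 random lists of genes matched on mean expression, which describes these libraries and does not take the spread between replicates into account. The families did not all go the same way. Of the 8 laminins, 7 were higher in siELK3 cells, with a median log2 fold change of 0.17. The median of each other family was below 0, and in the tolloid proteinases BMP1 was the only gene counted.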

After two different analyses, we selected six genes such as bone morphogenetic protein (*BMP1)*, lysyl oxidase like 2 (*LOXL2)*, Snail family transcriptional repressor 1 (*SNAI1)*, serpin family F member 1 (*SERPINF1)*, decorin (*DCN)*, and nidogen 1 (*NID1*) for further studies and performed RT-qPCR for validation of *ELK3*-related cell migration via those genes. 

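Of these 6 genes, BMP1 and SNAI1 had the most reads. SNAI1, on chromosome 20 from 49982999 to 49988886 of GRCh38, fell from 56.0 ± 0.028 to 22.6 ± 0.23 normalized reads (SD, n = 2 each) between siCon and siELK3 cells. Its log2 fold change was -1.27 (standard error 0.41, adjusted p = 0.988 from limma), and its adjusted p was 0.237 with the replicate block. The SNAI1 values rest on 66 and 54 apparent reads in siCon and 25 and 23 in siELK3. The SD of 2 libraries can be small by accident in a gene selected by its p-value, so the SDs of SNAI1 do not show precision. LOXL2, on chromosome 8 from 23297189 to 23425328, fell from 16.9 ± 2.48 to 7.01 ± 1.64 normalized reads (SD, n = 2 each), a log2 fold change of -1.17 (standard error 0.65, adjusted p = 0.988 from limma, and 0.787 with the replicate block). SERPINF1, on chromosome 17 from 1761959 to 1777574, had normalized values of 6.70 and 5.21 in the siCon libraries and 0.869 and 0.966 in the siELK3 libraries, that is, 8 and 5 apparent reads against 1 and 1. DCN, on chromosome 12 from 91140484 to 91183123, and NID1, on chromosome 1 from 235975830 to 236065162, had the same deposited values, with normalized values of 1.62 and 1.06 in the siCon libraries, and both were listed at 0 in both siELK3 libraries. For each of these 2 genes this is a difference of 2 and 1 apparent reads against 0 and 0, which was not separable from counting error (exact binomial test of the reads of these libraries, p = 0.124). An adjusted p under 0.05 was obtained for 0 of the 6 genes over all genes, with or without the replicate block. Adjusted over the 6 genes alone, 0 passed in limma without the block, where the smallest adjusted p was 0.0673 (SNAI1), and 2 passed with it, SNAI1 (adjusted p = 0.0135 from limma) and BMP1 (adjusted p = 0.0433 from limma). As the 6 genes were selected from the same libraries, these counts show no stability. The unadjusted p was under 0.05 for 3 of the 6 genes in both fits, and for all 6 with ordinary linear models on log2(CPM + 1) and log2(CPM + 0.1). Under an ordinary linear model on quantile-normalized values, 2 of the 6 genes, DCN and NID1, had an adjusted p under 0.05. The paper arrived at the 6 genes from the functional categories and the STRING network of the 262 genes past its thresholds, and reasons that ELK3 acts on cell migration through genes of ECM remodeling.

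**Figure D3:**
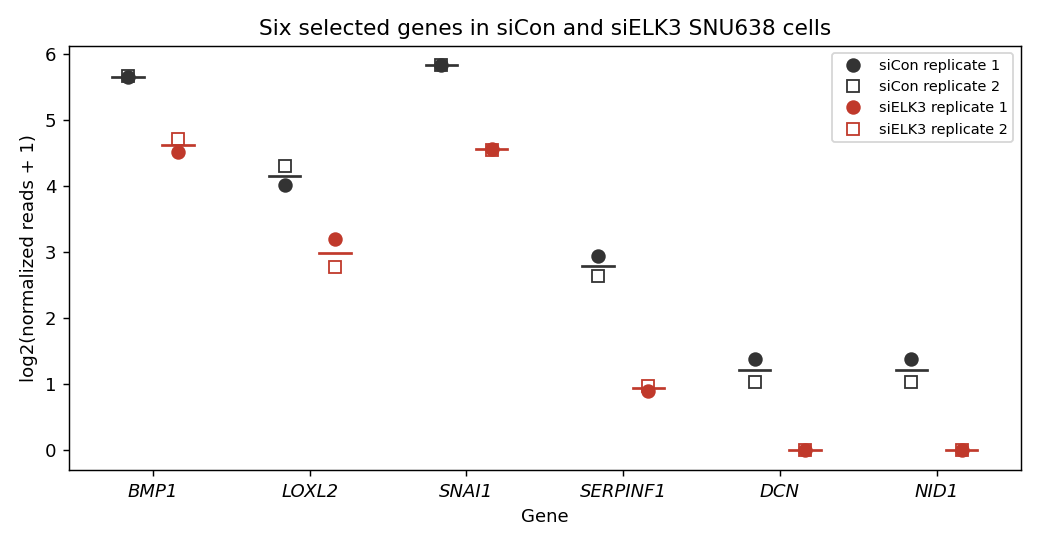
Deposited expression, log2(normalized reads + 1), of the 6 selected genes in each library, with siCon in black, siELK3 in red, replicate 1 as filled circles, replicate 2 as open squares and group means as lines. The siELK3 values of all 6 genes lie below the siCon values, and DCN and NID1 are at 0 in both siELK3 libraries.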

The *ELK3*-depleted SNU638 cells exhibited a significant downregulation in the mRNA expression of *BMP1*, *LOXL2*, *SNAI1*, *SERPINF1*, *DCN*, and *NID1*. The overexpression of *ELK3* in *ELK3*-depleted SNU638 cells markedly increased the expression of these genes (Figure 5A), indicating that the *ELK3* gene positively regulates the expression of *BMP1*-mediated ECM remodeling-related genes in SNU638 cells. Finally, we determined whether ELK3 is essential for gastric cancer cell migration. Transwell assays revealed the inhibition of the migration of *ELK3*-depleted SNU638 cells; however, the cell migratory ability recovered after the *ELK3*-depleted SNU638 cells were transfected with the *ELK3* overexpression (Figure 5B). We performed an adhesion assay using collagen type I pre-coated plates to test the ability of binding of cancer cells to extracellular matrix (ECM) component after cell seeding. Notably, adhesion assay also revealed the markedly reduced adhesive ability of the *ELK3*-depleted SNU638 cells compared with the controls and *ELK3*-overexpressing cells (Figure 5C). To further study the molecular link between *ELK3* and *BMP1*-mediated ECM remodeling-related genes, we analyzed *ELK3* mRNA level after transfection with si*BMP1* in *ELK3*-depleted SNU638 with *ELK3* overexpression. In Figure 6A, *BMP1* depletion was insufficient for affecting the *ELK3* mRNA level although *BMP1* level was depleted, suggesting *ELK3* was an upstream regulator of the *BMP1* gene. Indeed, *BMP1* depletion significantly suppressed *LOXL2*, *SNAI1*, *SERPINF1*, *DCN*, and *NID1* genes after transfection with si*BMP1* in *ELK3*-depleted SNU638 with *ELK3* overexpression (Figure 6B). In addition, adhesion assay indicated significantly reduced cell adhesive ability in *BMP1* depleted SNU638 cells compared with *ELK3*-depleted SNU638 with *ELK3* overexpression (Figure 6C). Transwell and invasion assays also showed that *BMP1* depletion significantly decreased cell migration and invasion ability in *ELK3*-depleted SNU638 cells with *ELK3* overexpression (Figure 6D). These results clearly indicate that ELK3 is a key regulator of the migration and adhesion of gastric cancer cells and that it functions by regulating the expression of *BMP1*-mediated ECM remodeling-related genes.

### 2.3. ELK3 Positively Correlates with ECM Remodeling-Related Genes in Gastric Cancer Cells and Patient Samples

To confirm the positive correlation between *ELK3* and ECM remodeling-related genes in various gastric cancer cells and patient samples, in silico analyses were performed using databases from DepMap and TCGA. First, the correlation between *ELK3* expression and *BMP1*, *LOXL2*, *SNAI1*, *SERPINF1*, *DCN*, and *NID1* expression was analyzed in 19 different gastric cancer cell lines. The dot plots revealed a significant positive correlation between the expression of the *ELK3* and *LOXL2* genes; however, this positive correlation was not significant for the other genes (Figure 7A). Notably, the analysis of patients with gastric cancer indicated the marked positive regulation of *ELK3* and *BMP1*, *LOXL2*, *SNAI1*, *SERPINF1*, *DCN*, and *NID1* gene expression (Figure 7B), suggesting a significant positive correlation between *ELK3* and ECM remodeling-associated genes in gastric cancer. To further examine the role of these genes in gastric cancer progression, their expression levels were compared between healthy tissue and gastric cancer tissue. The analysis of data from TCGA and GTEx revealed that *ELK3* and *BMP1*, and *LOXL2* were highly expressed in the gastric cancer samples compared with the healthy samples (Figure 7C). The *SNAI1* gene also exhibited a higher expression in the gastric cancer samples, although this increase was not statistically significant. No differences were observed in *SERPINF1*, *DCN*, and *NID1* expression between the healthy samples and cancer patient samples. Subsequently, the clinical relevance between the *ELK3* gene and ECM remodeling-related genes and the prognosis of patients with gastric cancer were examined using Kaplan-Meier survival plots. The overall survival of patients with gastric cancer with a high expression of *ELK3* was significantly lower than that of patients with a low expression. A similar pattern was observed in patients with a high expression of ECM remodeling-related genes. Patients with gastric cancer with a high expression of *BMP1*, *LOXL2*, *SNAI1*, *SERPINF1*, *DCN*, and *NID1* had a poor prognosis (Figure 7D). The data from in silico analyses indicate that *ELK3* positively regulate the expression of ECM remodeling-related genes, resulting in a poor prognosis of patients with gastric cancer. Thus, this gene signature might be a surrogate marker for gastric cancer progression.

## 3. Discussion

*ELK3* is highly expressed in patients with gastric cancer; however, the association between *ELK3* expression and gastric cancer progression remains unknown. Our findings demonstrated that *ELK3* promoted gastric cancer cell migration and invasion. *ELK3* also regulated the expression of extracellular matrix (ECM) remodeling-related genes, thereby enhancing cancer cell dissemination. The gene analysis of samples from patients with gastric cancer indicated that a high *ELK3* expression is positively correlated with *BMP1*, *LOXL2*, *SNAI1*, *SERPINF1*, *DCN*, and *NID1* expression, all of which are closely associated with a poor prognosis.

ELK3 is a transcription factor that can cooperate with numerous partners to control cancer metastasis. Previous studies have demonstrated that ELK3 regulates breast cancer metastasis through *Zeb-1*, *MT1-MMP*, and *GATA3* gene-mediated signaling pathways [14,25,26]. Another study reported that a blocking agent suppressed Ras/Erk-ELK3 signaling and also inhibited the progression of prostate cancer [16], suggesting that ELK3 is a promising target molecule for preventing cancer metastasis. However, evidence of ELK3-mediated metastasis in numerous cancer types is lacking. Our study identified a molecular network of *ELK3*-mediated gastric cancer cell migration and invasion, the underlying mechanism of which is the regulation of ECM remodeling.

The ECM, which comprises numerous proteins, including collagens, glycoproteins, and secreted proteins, interacts with cells and delivers extracellular signals that can alter the cellular phenotype [27,28,29]. ECM remodeling leads to a change in the microenvironment, which contributes to cancer progression and metastasis [30]. The LOX family of oxidases controls ECM structural components and accelerates cancer metastasis by altering the tumor microenvironment [31,32]. LOXL2 also promotes EMT-mediated metastasis by stabilizing the SNAI1 protein [33]. NID1 is a basement membrane glycoprotein that expedites breast lung metastasis [34]. Several groups suggest that genes associated with ECM remodeling are involved in promoting metastasis; however, the detailed molecular mechanisms that regulate gene expression remain unclear. The present study demonstrated that ELK3 regulated the expression of certain ECM remodeling-related genes to induce gastric cancer cell migration and invasion.

In conclusion, our finding suggests that ELK3 contributes to gastric cancer cell dissemination by regulating the expression of ECM remodeling-related genes. The *ELK3* expression in gastric cancer cells and human gastric cancer samples positively correlated with that of *BMP1*, *LOXL2*, *SNAI1*, *SERPINF1*, *DCN*, and *NID1*, suggesting that this gene signature may be predictive molecular markers for aggressive gastric cancer progression.

## 4. Materials and Methods

### 4.1. Cell Lines and Cell Culture

The human gastric cancer cell lines, MKN1, SNU216, SNU484, SNU638, and SNU668 were obtained from the Korean Cell Line Bank (Seoul, South Korea). All gastric cancer cell lines were cultured in RPMI-1640 medium containing 25 mM HEPES, 25 mM NaHCO3, and 300 mg/L L-glutamine (Thermo Fisher Scientific, Inc., Waltham, MA, USA) with 10% FBS (Thermo Fisher Scientific, Inc.) and 1% penicillin/streptomycin (Thermo Fisher Scientific, Inc.). 293T cell was obtained from American Type Culture Collection (ATCC, Manassas, VA, USA). 293T cell was cultured in DMEM medium (Thermo Fisher Scientific, Inc.) with 10% FBS and 1% penicillin/streptomycin. All cell lines were cultured at 37 °C with 5% CO_2_.

### 4.2. Plasmid DNA, Small Interfering (si)RNA Transfection, and Short Haripin (sh)RNA Transduction

SNU638 cells (2 × 10^5^ cells/mL) were seeded in a 60-mm dish and transfected with 50 nM si*ELK3* or siCon using Lipofectamine 2000^®^ (Invitrogen; Thermo Fisher Scientific, Inc.). SMART Pool siRNA targeting *ELK3* (#L-010320-00-0005) was purchased from Dharmacon, Inc. (Lafayette, CO, USA), SMART Pool siRNA targeting *BMP1* (#O-220221-0056) and non-specific siRNA (sn-1003) were purchased from Bioneer Corporation (Daejeon, South Korea). For overexpress *ELK3* gene, SNU484 cells (5 × 10^5^) were seeded in a 60-mm dish and transfected with 2.5 µg of con and 2.5 µg of pLenti-cMyc-DDK-*ELK3* using Lipofectamine 2000^®^ reagent. pLenti-cMyc-DDK-*ELK3* was generated from cDNA by PCR. The protein coding region of *ELK3* gene was ligated into the pLenti-cMyc-DDK vector (PS1000064; OriGene Technologies, Inc., Rockville, MD, USA). The transfected cells were incubated in 37 °C for 48 h to 72 h. The efficacy of transient transfection was approximately 30% in SNU638 cells. To generate sh*ELK3* lenti-virus, we used a shRNA targeting 3′UTR of *ELK3* (RHS4531-EG2004) from Dharmacon, Inc. The sequence of sh*ELK3* against the *ELK3* gene was 5′-TTTCATCAGTTAATGAGTC-3′. 

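The 19 bases of this sequence, TTTCATCAGTTAATGAGTC, match the ELK3 mRNA as its reverse complement, GACTCATTAACTGATGAAA. In GENCODE 29 the match lies on chromosome 12 from 96267202 to 96267220 of GRCh38, in exon 5, the last exon of the 5 exons of the reference transcript. It is in the 3′ UTR, from position 1572 to 1590 of the 4205 bases of the transcript. The sequence was found in 4 of the 6 annotated transcripts of ELK3 and in transcripts of 0 other genes.

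**Figure D4:**
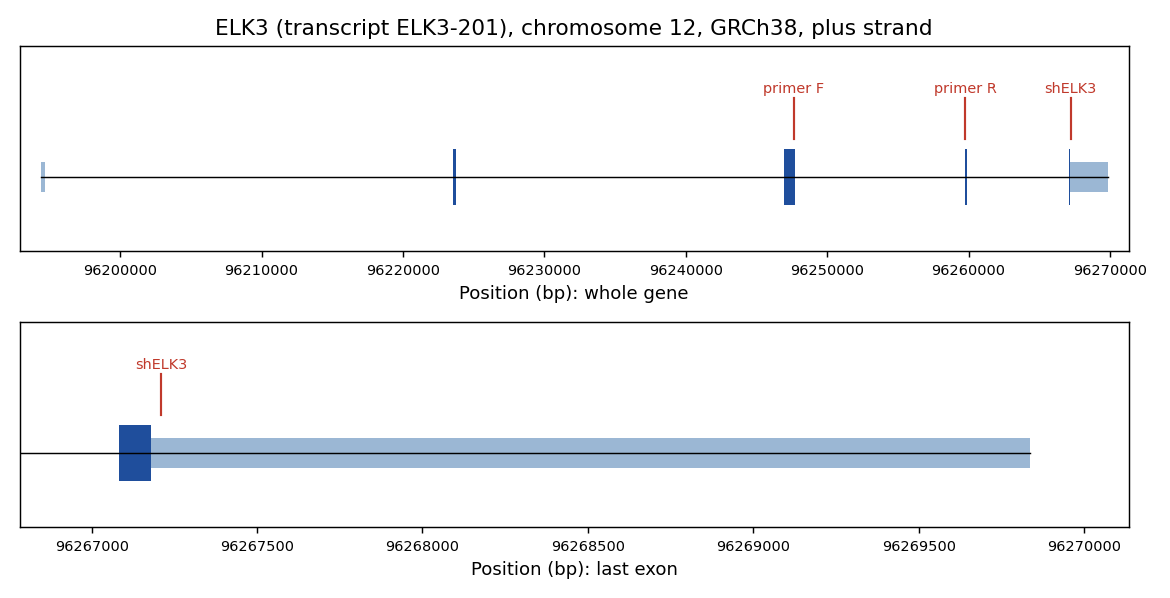
Map of the reference transcript of ELK3 on chromosome 12 (GRCh38, position in bp), the whole gene above and the last exon below, with coding sequence in dark blue, UTRs in light blue, and the shELK3 site and the RT-qPCR primers of Table 1 as red marks. The shELK3 site, at 96267202 to 96267220, lies in the 3′ UTR, after the coding sequence, which ends at 96267177.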

2 × 10^6^ of 293T cells were seeded in a 100-mm culture dish and transfected with 5.0 µg of sh*ELK3*, 4.6 µg of pCMV delta8.2 and 0.5 µg of VSVG for 48 h at 37 °C/5% CO_2_ incubator. After incubation, harvested lenti-virus was applied to target cells. After 2.5 µg/mL of puromycin selection, our lenti-virus titer was around 50% by FACS analysis.

### 4.3. Reverse Transcription-Quantitative PCR (RT-qPCR)

Total RNA was extracted from the cells using TRIzol reagent (Invitrogen; Thermo Fisher Scientific, Inc.). Reverse transcription was conducted using SuperScript™ II Reverse Transcriptase (Invitrogen; Thermo Fisher Scientific, Inc.) and temperature protocol was as follows; 25 °C for 10 min, 42 °C for 60 min, 72 °C for 10 min. qPCR was performed using TOPreal™ qPCR 2X PreMIX (Enzynomics, Inc., Daejeon, South Korea) and temperature protocol is as follows; 95 °C for 10 min and 15 s, 60 °C for 30 s, 72 °C for 30 s. The mRNA expression levels were analyzed using the 2-ΔΔCq [35] method and normalized against *GAPDH*. 

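The primers were matched to the transcripts of GENCODE 29 (GRCh38). Each primer matched its own gene without a mismatch, and each pair lies in the coding sequence and in different exons. The ELK3 primers, ACCCAAAGGCTTGGAAATCT and TGTATGCTGGAGAGCAGTGG, lie in exons 3 and 4 on chromosome 12, from 96247611 to 96247630 and from 96259761 to 96259780, and give a product of 174 bases. The product ends 2827 bases before the 3′ end of the transcript. The BMP1 product of 176 bases spans exons 1 and 2 and ends 3310 bases before the 3′ end, and the NID1 product of 224 bases spans exons 9 and 10 and ends 3546 bases before the 3′ end. The products of LOXL2 (151 bases, exons 12 and 13), SNAI1 (248 bases, exons 2 and 3) and SERPINF1 (167 bases, exons 3 and 4) end 971, 911 and 1034 bases before the 3′ end of their transcripts. The DCN product of 220 bases spans exons 5 to 7 and ends 5865 bases before the 3′ end. RNA-Seq reads of these libraries come from 3′ ends, so on the transcripts used here the 2 assays would read different parts. Read positions were not available, so which 3′ ends were in use was not tested. The GAPDH primers also matched other annotated genes, 6 for the forward primer and 10 for the reverse primer. All but AL391416.1 carry the symbol of a GAPDH pseudogene. Only GAPDHP1 and GAPDHP63 matched both primers.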

The sequences of the primers are listed in Table 1.

### 4.4. Cell Migration and Invasion Assays

Cell migration and invasion were analyzed using a 24-well Transwell insert (a poly carbonate membrane with a pore size of 8.0 μm; Corning, Inc., Corning, NY, USA). For the invasion assay, the upper surface of the membrane was coated with Matrigel (BD Biosciences, San Jose, CA, USA) and 2 × 10^4^ SNU638 cells were seeded into the top chamber, which was then filled with 100 μL serum-free RPMI-1640 medium. Subsequently, 700 μL complete medium were placed into the bottom chamber, and the Transwell assay kit was incubated for 24 h at 37 °C. Migrated or invaded cells on the lower surface of the insert filter were fixed with 4% paraformaldehyde and stained with crystal violet (Sigma-Aldrich; Merck KGaA, Burlington, MA, USA) at room temperature for 30 min. The cells were photographed under an optical microscope (Nikon Corporation, Tokyo, Japan).

### 4.5. Cell Adhesion Assay

A 96-well plate was firstly coated with type I collagen for 1 h at 37 °C. Cells (4 × 10^5^) were seeded on the plate and incubated at 37 °C in a 5% CO_2_ incubator for 30 min. After washing out the non-attached cells, the remaining cells were stained with crystal violet (Sigma-Aldrich; Merck KGaA) for 10 min at room temperature and analyzed under an optical microscope (Nikon Corporation). For the quantification analysis, 2% SDS was added to the remaining cells and measured in 550 nm using a microplate reader.

### 4.6. Western Blot Analysis

The cells were lysed with cell lysis buffer (Cell Signaling Technology, Inc., Danvers, MA, USA). A total of 40 µg of proteins are separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene difluoride membranes (Bio-Rad Laboratories, Inc., Hercules, CA, USA). The membranes were then blocked with 4% of BSA (Morebio, Inc., Hanam, South Korea) in TBS-T (0.1% Tween) in RT for 1 h for ELK3 protein and 2% BSA in TBS-T (0.1% Tween) in RT for 1 h for GAPDH, Fibronectin and E-cadherin protein. The membranes were probed overnight at 4 °C with anti-ELK3 (NBP2-01264; 1:1000, Novus Biologicals, LLC, Minneapolis, MN, USA), anti-E-cadherin (sc-7870; 1:1000, Santa Cruz Biotechnology, Inc. Dallas, TX, USA), anti-Fibronectin (F3648; 1:1000, Sigma-Aldrich) or anti-GAPDH (sc-166574; 1:1000, Santa Cruz Biotechnology, Inc.) antibodies, and then washed with TBS-T (0.1% Tween). After washing, the membranes were incubated for 1 h at room temperature with an anti-mouse secondary antibody (GTX213111-01; 1:4000, GeneTex, Inc., Irvine, CA, USA), or an anti-rabbit secondary antibody (GTX213110-01; 1:4000, GeneTex, Inc.). Immunoreactivity was detected using an ECL kit (Thermo Fisher Scientific, Inc.) and ImageQuant Las 4000 (GE Healthcare, Chicago, IL, USA).

### 4.7. RNA Sequencing (RNA-Seq) Analysis

RNA-Seq analysis was performed by Ebiogen, Inc. (Seoul, South Korea). Briefly, a total library was constructed using a QuantSeq 3′ mRNA-Seq Library Prep kit (Lexogen, Wien, Austria). Following PCR, high-throughput single-end 75 bp sequencing was performed using a NextSeq 500 apparatus (Illumina, Inc., San Diego, CA, USA). During GEO analysis, gene sets exhibiting a fold change in expression > 1.50 and *p*-values < 0.05 were considered statistically significant. Gene expression analysis and Gene Ontology analysis were performed using the Excel-based Differentially Expressed Gene Analysis (ExDEGA) software package and the Database for Annotation, Visualization, and Integrated Discovery (DAVID) tools, last accessed at 29 April 2021 (https://david.ncifcrf.gov/). Gene clustering analysis was performed using MeV (version 4.9.0). Gene Set Enrichment Analysis (GSEA) was performed using GSEA software, last accessed at 8 June 2021 (version 4.1.0) (https://www.gsea-msigdb.org/gsea/index.jsp). Protein–protein interaction was evaluated using STRING, last accessed at 25 February 2022 (Search Tool for the Retrieval of Interacting Genes) tool [36]. Gene set collections were downloaded from the Molecular Signatures Database download page. The data discussed in the present study have been deposited in NCBI Gene Expression Omnibus [37] and are accessible through GEO Series accession No. GSE181840, last accessed at 14 September 2021 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181840).

### 4.8. Genomic Analyses of Gastric Cancer Cell Lines and Samples from Patients with Gastric Cancer

Gene expression analysis of 408 samples from patients with gastric cancer and 211 healthy samples from the TCGA and GTEx databases were performed on the Gene Expression Profiling Interactive Analysis 2 (GEPIA2) website, last accessed at 24 February 2022 (http://gepia2.cancer-pku.cn). Spearman’s correlation coefficient was calculated, and a *p*-value < 0.05 was considered to indicate a statistically significant difference. Survival curves were analyzed using a Kaplan–Meier plotter. Gene expression analysis data for the gastric cancer cell lines were downloaded from the Cancer Dependency Map, last accessed at 20 February 2022 (DepMap). The correlation analyses were based on data from 19 gastric cancer cell lines, excluding high or low normalized expression values for each gene.

### 4.9. Statistical Analysis

All results are derived from at least three independent experiments. Statistical analysis was performed using GraphPad Prism 7.0 software. *p*-values were calculated using a student’s unpaired *t*-test or one-way ANOVA. *p* < 0.05 was considered to indicate a statistically significant difference. Error bars indicate the standard deviation.

## Figures and Tables

**Figure 1:**
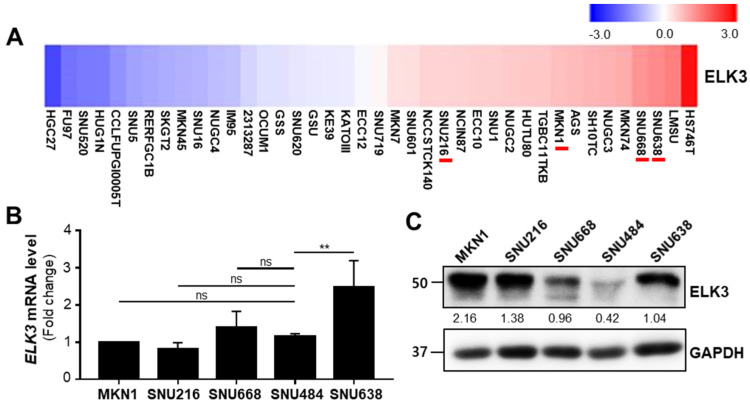
ETS transcription factor ELK3 (ELK3) expression pattern in various gastric cancer cell lines. (**A**) *ELK3* expression in gastric cancer cell lines from the Cancer Dependency Map (DepMap) database. (**B**) *ELK3* mRNA expression in five gastric cancer cell lines, measured by reverse transcription-quantitative PCR. Error bars represent the standard deviation; ** *p* < 0.01 (one-way ANOVA). (**C**) ELK3 protein levels in five gastric cancer cell lines. The values indicate the signal intensities of ELK3 relative to GAPDH.

**Figure 2:**
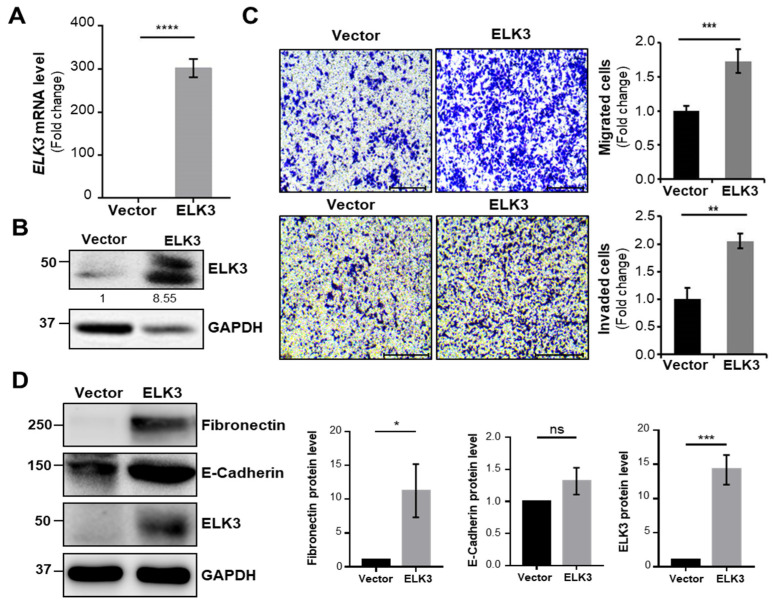
ELK3 increases the migration and invasion of SNU484 cell line in E-cadherin independent manner. (**A**) *ELK3* mRNA levels in SNU484 cells transfected with control vector and pLenti-cMyc-DDK-*ELK3* plasmid. Error bars represent the standard deviation; **** *p* < 0.0001 (student’s *t*-test). (**B**) ELK3 protein levels in SNU484 cells transfected with control vector and pLenti-cMyc-DDK-*ELK3* plasmid. The values indicate the signal intensities of ELK3 relative to GAPDH. (**C**) Representative images showing cell migration (top two panels) and cell invasion (bottom two panels) of SNU484 cells transfected with control vector and pLenti-cMyc-DDK-*ELK3* plasmid. Scale bar, 200 μm. Bar graphs indicate the number of migrated cells and invaded cells. Error bars represent the standard deviation; ** *p* < 0.01 and *** *p* < 0.001 (student’s *t*-test). (**D**) Epithelial marker (E-cadherin), mesenchymal marker (Fibronectin), and ELK3 protein expression in SNU484 cells transfected with control vector and *ELK3*. Bar graphs indicate the quantified levels of each protein, in relative scales. Error bars represent the standard deviation; * *p* < 0.05 and *** *p* < 0.001 (student’s *t*-test). ELK3, ETS transcription factor ELK3; Vector, control vector.

**Figure 3:**
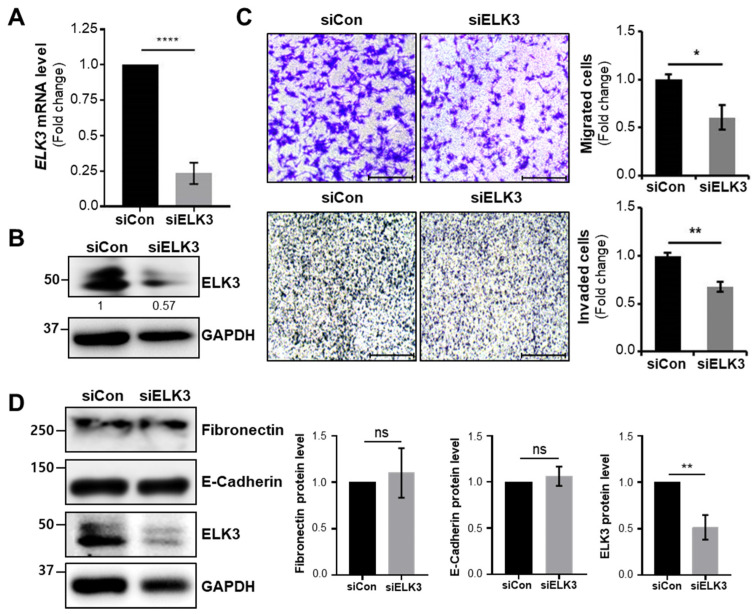
Depletion of ELK3 decreases the migration and invasion of SNU638 cell line in E-cadherin independent manner. (**A**) *ELK3* mRNA levels in SNU638 cells transfected with siCon or si*ELK3*. Error bars represent the standard deviation; **** *p* < 0.0001 (student’s *t*-test). (**B**) ELK3 protein levels in SNU638 cells transfected with siCon or si*ELK3*. The values indicate the signal intensities of ELK3 relative to GAPDH. (**C**) Representative images showing cell migration (top two panels) and cell invasion (bottom two panels) of SNU638 cells transfected with siCon or si*ELK3*. Scale bar, 200 μm. Bar graphs indicate the number of migrated and invaded cells, respectively. Error bars represent the standard deviation; * *p* < 0.05 and ** *p* < 0.01 (student’s *t*-test). (**D**) Epithelial marker (E-cadherin), mesenchymal marker (Fibronectin), and ELK3 protein expression in SNU638 cells transfected with siCon or si*ELK3*. Bar graphs indicate the quantified levels of each protein, in relative scales. Error bars represent the standard deviation; ** *p* < 0.01 (student’s *t*-test). ELK3, ETS transcription factor ELK3; si, small interfering RNA; Con, control.

**Figure 4:**
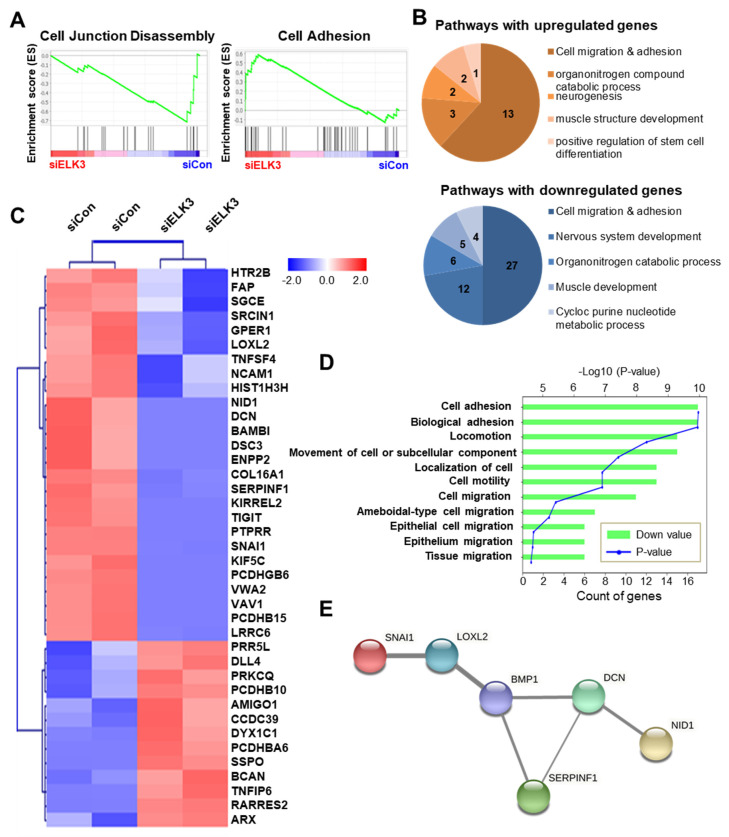
ELK3 controls extracellular matrix (ECM) remodeling-related genes to control cell migration. (**A**) Gene set enrichment analysis of RNA sequencing data from SNU638 cells transfected with siCon or si*ELK3*. Cell adhesion-related genes were positively enriched and cell junction disassembly-related genes were negatively enriched in SNU638 cells transfected with si*ELK3*. (**B**) Pie graphs showing biological pathways in *ELK3*-depleted SNU638 cells. Numbers indicate the number of genes in each biological pathway. (**C**) Heatmap analysis of genes associated with cell migration and cell adhesion. (**D**) Bar graph showing the Database for Annotation, Visualization, and Integrated Discovery (DAVID) annotation of genes involved in cell migration and cell adhesion. (**E**) Map data of Search Tool for the Retrieval of Interacting Genes analysis (STRING). The thickness of the lines represents the confidence of the interaction.

**Figure 5:**
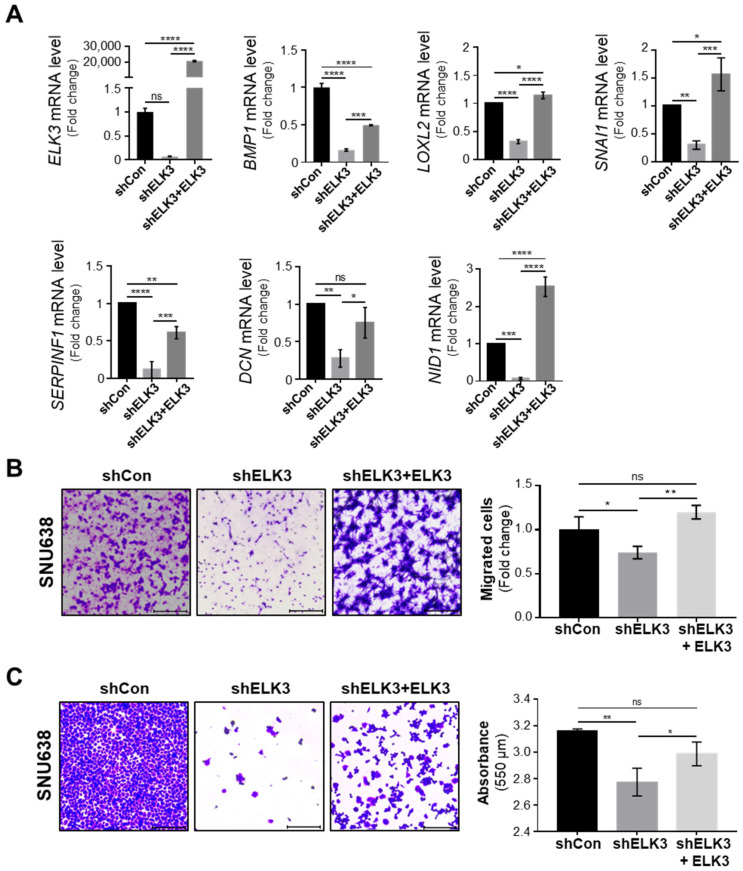
*ELK3* is required for gastric cancer cell migration and adhesion. (**A**) Expression of mRNA encoding the indicated genes in SNU638 cells transfected with shCon, sh*ELK3*, or sh*ELK3* plus pLenti-cMyc-DDK-*ELK3* plasmid DNA. Error bars represent the standard deviation; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001 (one-way ANOVA). (**B**) Representative images showing the cell migration of SNU638 cells transfected with shCon, sh*ELK3*, or sh*ELK3* plus pLenti-cMyc-DDK-*ELK3* plasmid DNA. Scale bar, 200 μm. Bar graphs indicate the number of migrated cells. Error bars represent the standard deviation; * *p* < 0.05 and ** *p* < 0.01 (one-way ANOVA). (**C**) Representative images showing cell adhesion of SNU638 cells transfected with shCon, sh*ELK3*, or sh*ELK3* plus pLenti-cMyc-DDK-*ELK3* plasmid DNA. Scale bar, 200 μm. Bar graphs indicate the absorbance value of adherent cells. Error bars represent the standard deviation; * *p* < 0.05 and ** *p* < 0.01 (one-way ANOVA). ELK3, ETS transcription factor ELK3; sh, short hairpin RNA; Con, control.

**Figure 6:**
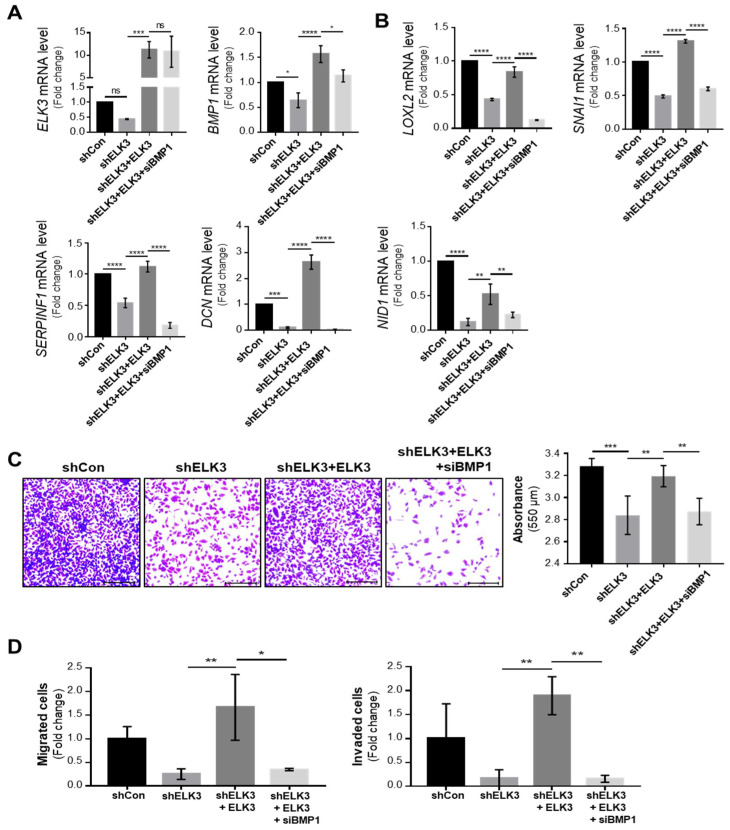
*ELK3* regulates gastric cancer cell adhesion through bone morphogenetic protein1 (BMP1)-mediated ECM remodeling. (**A**) Expression of mRNA encoding the *ELK3* and *BMP1* genes in SNU638 cells transfected with shCon, sh*ELK3*, sh*ELK3* plus pLenti-cMyc-DDK-*ELK3* plasmid DNA (*ELK3* rescue), or *ELK3* rescue plus si*BMP1*. Error bars represent the standard deviation; * *p* < 0.05, *** *p* < 0.001, and **** *p* < 0.0001 (one-way ANOVA). (**B**) Expression of mRNA encoding the *LOXL2, SNAI1, SERPINF1, DCN,* and *NID1* genes in SNU638 cells transfected with shCon, sh*ELK3*, *ELK3* rescue, or *ELK3* rescue plus si*BMP1*. Error bars represent the standard deviation; ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001 (one-way ANOVA). (**C**) Representative images showing cell adhesion of SNU638 cells transfected with shCon, sh*ELK3*, *ELK3* rescue, or *ELK3* rescue plus si*BMP1*. Scale bar, 200 μm. Bar graphs indicate the absorbance value of adherent cells. Error bars represent the standard deviation; ** *p* < 0.01 and *** *p* < 0.001 (one-way ANOVA). (**D**) Representative images showing cell migration and invasion of SNU638 cells transfected shCon, sh*ELK3*, *ELK3* rescue, or *ELK3* rescue plus si*BMP1*. Scale bar, 200 μm. Bar graphs indicate the number of migrated cells. Error bars represent the standard deviation; * *p* < 0.05 and ** *p* < 0.01 (one-way ANOVA). ELK3, ETS transcription factor ELK3; sh, short hairpin RNA; Con, control.

**Figure 7:**
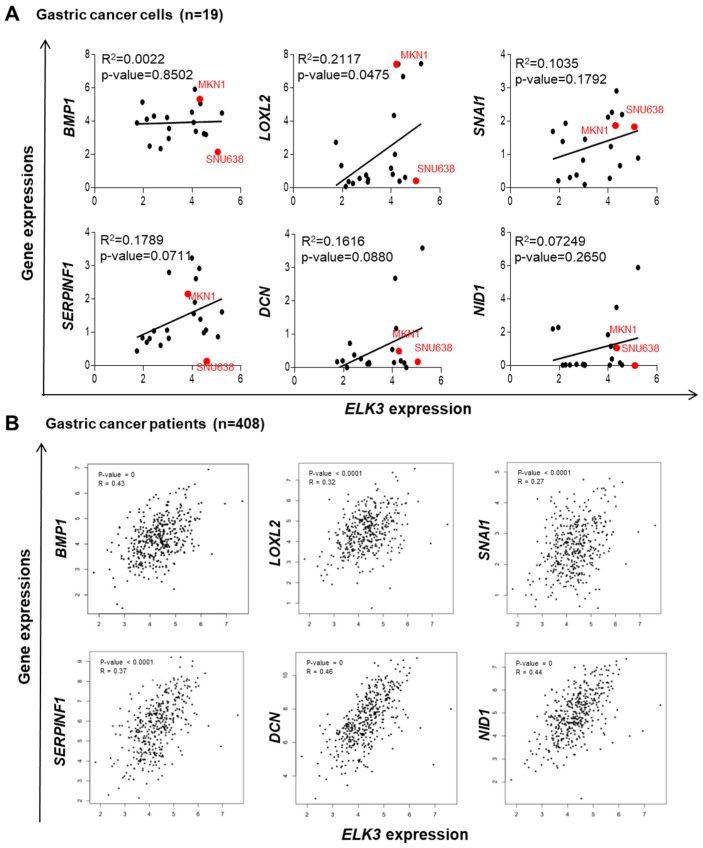

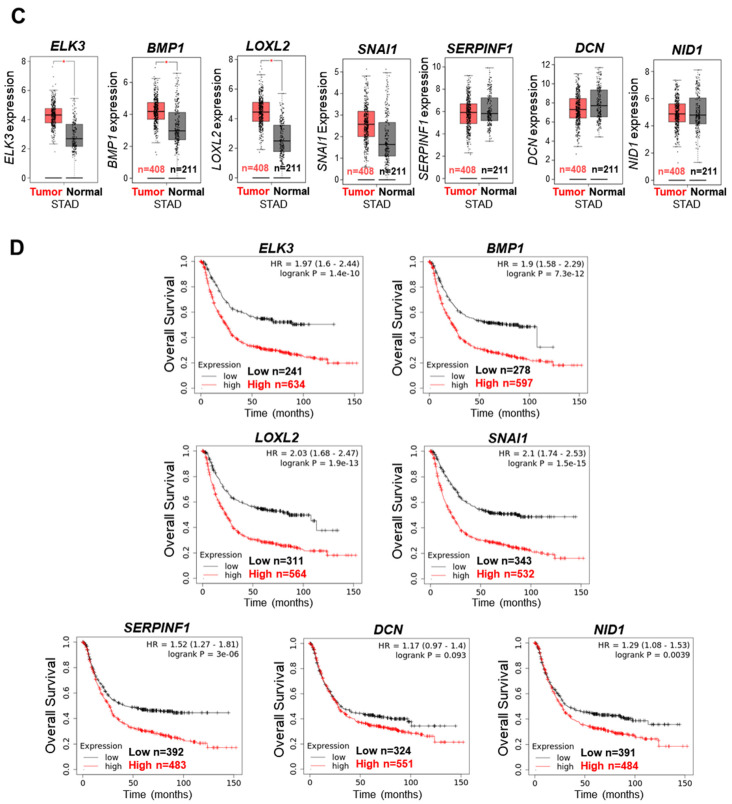
*ELK3* positively regulates ECM remodeling-related genes in gastric cancer cells and patient tissues. (**A**) Dot plots illustrating the correlation between *ELK3* and the indicated genes. Each dot denotes a single cell line. Red dots denote SNU638 and MKN1 cells used in the present study. All cell lines expression data were obtained from the Cancer Dependency Map database. *p* < 0.05 was considered to indicate a statistically significant difference. (**B**) Correlation plot illustrating the link between *ELK3* and the indicated genes in patients with gastric cancer. Each dot denotes a single patient. *p* < 0.05 was considered to indicate a statistically significant difference. (**C**) Box plots illustrating the expression of the indicated genes in samples from patients with gastric cancer (n = 408) and healthy samples (n = 211). *p* < 0.05 was considered to indicate a statistically significant difference. (**D**) Kaplan-Meier survival plots showing the overall survival of patients with gastric cancer with high or low expression of the indicated genes. All patient data were obtained from the Cancer Genome Atlas. *p* < 0.05 was considered to indicate a statistically significant difference. STAD, stomach adenocarcinoma.

**Table 1:** The primer sets for RT-qPCR.

Target	Sequence
*ELK3*	F: 5′-ACCCAAAGGCTTGGAAATCT-3′
	R: 5′-TGTATGCTGGAGAGCAGTGG-3′
*BMP1*	F: 5′-TGGCCGACTACACCTATGAC-3′
	R: 5′-GGAGGACTTACGAGCTGTGT-3′
*LOXL2*	F: 5′-GGACATGTACCGCCATGACA-3′
	R: 5′-ATAGCGGCTCCTGCATTTCA-3′
*SNAI1*	F: 5′-GCAAATACTGCAACAAGG-3′
	R: 5′-GCACTGGTACTTCTTGACA-3′
*SERPINF1*	F: 5′-GCTATGACCTGTACCGGGTG-3′
	R: 5′-GTCTGGGCTGCTGATCAAGT-3′
*DCN*	F: 5′-AATTGAAAATGGGGCTTTCC-3′
	R: 5′-GCCATTGTCAACAGCAGAGA-3′
*NID1*	F: 5′-CCTGCTACATCGGCACTCAT-3′
	R: 5′-TGAAAACTGGTAGCCCTCCAC-3′
*GAPDH*	F: 5′-GGGTGTGAACCATGAGAA-3′
	R: 5′-GTCTTCTGGGTGGCAGTGAT-3′

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author upon reasonable request. The data accessible through GEO Series accession number GSE181840 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181840 (accessed on 14th. September 2021)).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23073709/s1.

How the deposited data were processed for this re-analysis (not part of the article)

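The data are RNA-Seq values of 4 libraries of SNU638 cells, 2 transfected with siCon and 2 with siELK3 at 50 nM. The paper states 48 h to 72 h of incubation and the sample labels 48 h. The siCon libraries carry a wild-type and negative-control wording in the labels, and were grouped as siCon after the paper.

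For each library the authors deposited a log2 value, log2(normalized read number + 1), for 25737 listed genes (24462 different symbols, of which 286 are listed on more than one line; the line with the highest mean was used for a named gene). The company that sequenced the libraries used QuantSeq 3′ libraries and single-end reads, and the gene expression analysis was performed in ExDEGA. The paper's text does not name the aligner, the counting, the genome build, the annotation, the strand or the normalization. These steps are part of the deposited values and were not repeated. The values are normalized and logged, so tests that need read counts could not be used on them directly. Binomial tests and simulated draws used the apparent reads described below, which are an estimate.

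The tests had been fixed before the values were seen for a table of read counts. As the values are logged, limma 3.58.1 (R 4.3.3) was used in place of the count test that had been fixed, with lmFit and eBayes with a prior spread that follows the expression level, on the deposited log2 values of the 18680 genes with a value above 0.5 in at least 1 library. All 4 libraries entered the fit, p-values are two-sided and Benjamini-Hochberg adjusted over all tested genes, and no pseudocount was added to the one already in the values. The groups share the replicate numbers 1 and 2 in the sample labels, and the fit with the replicate number as a block is reported beside the fit without it. Libraries with the same number deviated together (correlation across genes 0.133 over all tested genes and 0.329 over 12999 genes with a mean normalized value of at least 10). Families of genes were tested with camera (limma, preset correlation between genes 0.01) among genes with a mean normalized value of at least 10, and by the percentile of their median log2 fold change among 10000 random lists.

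The low values of each library lie in narrow steps. The steps up to 20 reads gave the normalized value of 1 read (0.848 in siCon replicate 1, 1.04 in siCon replicate 2, 0.913 in siELK3 replicate 1 and 0.977 in siELK3 replicate 2), and each value divided by this unit and rounded is called the apparent reads of a gene. Between 98.1% and 100.0% of the low values lay in a step. Apparent reads per library were between 7749021 and 9041067. They are an estimate, above all for high values, and were used to describe depth, for exact binomial tests of the reads of the siELK3 libraries against the siCon libraries, and for 100 simulated draws with Poisson noise and no difference between groups. Reads without molecular identifiers are not independent molecules, and these tests cover counting error only.

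The limma procedure was tested on simulated data with 200 changed genes of a mean of at least 50. Of the genes changed 4-fold, 200 (100%) were recovered at an adjusted p under 0.05, and of those changed 2-fold, 90 (45%) without and 148 (74%) with the replicate block. Without the block there were 0 false calls, and with it 11 and 8.

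Genes named in the text are those the paper names, the 39 genes of its heatmap, the 3 genes with its smallest p-values in Table S1 and the 5 genes with the smallest p in the limma fit, as no gene passed the adjusted p, a rule set before the values were seen. A further gene that the paper names is not reported here. Other genes named were chosen after their values were seen, and the text says so. Alternatives tried were the replicate block, a minimum value of 10 in every library or on average, ordinary linear models on log2(CPM + 1), log2(CPM + 0.1) and quantile-normalized values, 1 prior spread for all genes, a median-of-ratios rescaling, an ordinary linear model on the unlogged values, and leaving out each library in turn. Gene positions and the matches of the shRNA and primer sequences are from GENCODE 29 on GRCh38. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for the other steps. The gene sets of GSEA, DAVID and STRING were not used here, and RT-qPCR, Western blot, migration, invasion and adhesion assays were not analysed here.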

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

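All tests in this part were chosen only after the result was seen. No batch is given in the labels or the paper beyond the replicate numbers.

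The 2 replicate 1 libraries and the 2 replicate 2 libraries differed more from each other than the siCon and siELK3 libraries did, a difference the paper does not report on. Compared by replicate number, 263 of 18680 genes had an adjusted p under 0.05 in limma, 203 higher and 60 lower in replicate 2, against 0 (440 at an unadjusted p under 0.05) for siELK3 against siCon. None of the 263 genes is in Table S1. A large difference between replicates widens the spread within groups and raises the p-values of the kind in Table S1. The lack of overlap was thus largely fixed in advance and does not show that Table S1 is free of the replicate difference. The genes with the smallest adjusted p, chosen after their values were seen, were KLF6 (log2 difference 1.57), IER3 (1.64), ERRFI1 (2.46), GDF15 (1.51) and ATF3 (1.36), all higher in replicate 2. Counting noise was tested with 100 draws of reads without any difference, which gave a median of 0 such genes and at most 0. A median-of-ratios rescaling gave 264 genes. Its factors lay between 1.0018 and 1.0039, so by this measure the libraries were already on the same scale, and the rescaling could not move the count. Quantile normalization, which gives the 4 libraries the same distribution of values and so the same scale, gave 371 genes (233 higher and 138 lower in replicate 2), 257 of them among the 263. The factors and the 257 genes argue against a difference in scale for these genes. Counting noise and a different distribution of values therefore do not account for the difference. A difference between the cultures or between library batches of the 2 replicates remains, and these cannot be told apart, so no biological explanation was tested.

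With the replicate block, 30 genes had an adjusted p under 0.05 in limma, and 29 of them are outside Table S1. The lowest mean normalized value among the 30 genes was 90.4, and 4 of them changed by more than 1.5-fold. In 29 of the 30 the change had the same direction in both same-numbered pairs. Genes with small adjusted p, chosen after their values were seen, were SYTL2 (log2 fold change -0.47, adjusted p = 5.62e-07), TRIB3 (0.52, adjusted p = 8.68e-07), HMGA1 (0.35, adjusted p = 1.20e-06) and ID3 (-0.51, adjusted p = 5.36e-06). The spread of a gene's own values did not enter these p-values. An example, also chosen after its values were seen, is SNAR-B1 (adjusted p = 1.61e-09), which changed by 0.036 in the replicate 1 pair and by 1.00 in the replicate 2 pair. The only other split of the 4 libraries that parts both same-numbered pairs gave 5 genes, so 1 of the 2 splits, the real one, gave as many as 30. In that split the adjusted p of ELK3 was 0.998 with the block. Counting noise alone gave a median of 0 and at most 0 genes in 100 draws, against 36 genes when the block fit was applied to the apparent reads, so counting noise does not account for the number of genes. A share of 2 splits cannot be small whatever the data, and the pattern as a whole cannot be told apart from a chance split of the libraries.

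In 47 genes no read was seen in either library of one group while the other group had at least 10 apparent reads, 30 of them with reads in siCon and 17 with reads in siELK3 cells. Of the 47 genes, 33 are outside Table S1. Among these is PLEKHA7, with 21 apparent reads in the siCon libraries (14 and 7), and LAMA3, with 15 (10 and 5), and both were listed at 0 in both siELK3 libraries. Both are among the 5 genes with the smallest p, which all had an adjusted p of 0.988 from limma, and 0.0979 for PLEKHA7 and 0.239 for LAMA3 with the replicate block. Counting noise alone gave a median of 0 and at most 3 such genes in 100 draws. The other split that parts both same-numbered pairs gave 41 such genes, so 1 of the 2 splits, the real one, gave as many as 47, and the split by replicate number, which parts no pair, gave 65. Counting noise alone therefore does not account for the number of such genes. The changes of PLEKHA7 and LAMA3 cannot be told apart from a chance split of the libraries.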

How the results depend on the processing

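Alternatives other than a prior spread common to all genes, a mean value of at least 10, a median-of-ratios rescaling and the ordinary linear model on unlogged values were set before the data were examined. DESeq2 size factors, the DESeq2 Wald test and filterByExpr were not run, because the deposited values are not counts.

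With an adjusted p under 0.05, 0 genes passed without the replicate block (440 at an unadjusted p under 0.05). The number was 30 with the replicate block, 46 with the block among genes with a mean value of at least 10, 16 (15 higher, 1 lower) and 26 (23 higher, 3 lower) with ordinary linear models on log2(CPM + 1) and log2(CPM + 0.1), and 69 (2 higher, 67 lower) on quantile-normalized values. With the block alone 15 were higher and 15 lower, so the balance of directions depended on the model. It stayed at 0 under the other 6 alternatives. The 285 genes past a 1.5-fold change and an unadjusted p under 0.05 (94 higher, 191 lower) became 461 with the replicate block, 88 with values of at least 10 in every library, 96 with a mean value of at least 10, 116 on log2(CPM + 1) and 768 with 1 prior spread for all genes. On quantile-normalized values there were 339, of which 150 were higher and 189 lower. The cause of these shifts was not tested.

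Of the Table S1 genes, 98 had an unadjusted p under 0.05. This number was 40 (of 65 left) with values of at least 10 in every library, 39 (of 83 left) with a mean value of at least 10 and 45 when the block was added. It was 229 on log2(CPM + 1), 197 on log2(CPM + 0.1), 194 on quantile-normalized values, 262 with 1 prior spread and 261 with the model on unlogged values, with or without its filter. The Table S1 genes in the paper's direction were 262 of 262 tested, and the 65 and the 83 left by the 2 filters were all in that direction. The heatmap genes were 39 of 39, and 6 and 9 of those the filters left. With each library left out in turn these stayed at 262 and 39, which their choice from these libraries fixes in advance. Past counting error were 184 Table S1 genes, 170 with the median-of-ratios rescaling, and 73 of 83 among genes with a mean value of at least 10. Adjusted over the 262 genes alone, 0 Table S1 genes had an adjusted p under 0.05 in limma without the block, 1 with it, 142 on log2(CPM + 1), 157 on log2(CPM + 0.1), 154 on quantile-normalized values, 262 with 1 prior spread and 250 with the model on unlogged values, a list drawn from the same libraries. Adjusted over the 83 genes left, 29 passed with the block and a mean value of at least 10.

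Of the 6 ECM genes 0 had an adjusted p under 0.05 except on quantile-normalized values, where 2 did (DCN and NID1, adjusted p = 0.0170, and up to 0.999 under the other alternatives). The unadjusted p was under 0.05 for 3 of the 6 genes in limma, for 5 on quantile-normalized values, and for all 6 on log2(CPM + 1), on log2(CPM + 0.1), with 1 prior spread and with the model on unlogged values. Adjusted over the 6 genes alone, 0 passed in limma without the block, 2 with it, 5 on quantile-normalized values, and all 6 in the other models just named. With values of at least 10 in every library, 2 of the 2 genes left passed, and with a mean value of at least 10, 2 of the 3 left, with or without the block. Of the 39 heatmap genes, adjusted over those tested, 0 passed in limma without the block, 5 with it, 19 on log2(CPM + 1), 25 on log2(CPM + 0.1), 26 on quantile-normalized values, and 39 with 1 prior spread and with the model on unlogged values. With values of at least 10 in every library 2 of 6 passed, with a mean value of at least 10 0 of 9, and 4 of 9 when the block was added. These lists were drawn from the same libraries. The ELK3 log2 fold change of -0.99 kept its direction under the 11 alternatives, from -1.01 to -0.96. Its adjusted p was under 0.05 only with the replicate block (-0.99), alone or with a mean value of at least 10 (-0.99), and ranged from 3.07e-10 to 0.9998. With each library left out it was from -1.33 to -0.65.

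The cell adhesion families had an adjusted p = 0.944 with the direction lower in limma's camera, and an adjusted p = 0.906 with the direction higher under the replicate block. The ECM families had an adjusted p = 0.419 in limma's camera, and their median was at the 1.22th percentile among random lists. Their genes include BMP1 and LOXL2, which the paper selected from these same libraries. The cause was not tested.

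Of the 459 values of the 51 other named genes under the alternatives, 444 kept their direction and side of the threshold, 10 passed an adjusted p of 0.05 (8 heatmap genes on quantile-normalized values and 2 on log2(CPM + 0.1)) and 5 changed direction. Those 5 were close to 0, namely HIF1A (-0.0055 on log2(CPM + 1) and -0.0056 on log2(CPM + 0.1)) and MMP14 (-0.00050 on log2(CPM + 1) and -0.0228 on unlogged values with and without the filter). With 2 libraries in each group, leaving out a library cannot move a log2 fold change by more than 1 SD, so the size of these shifts shows no stability. Of the 204 values with a library left out, 8 changed direction, where the log2 fold change ranged from -0.493 to 0.084 for CDH1, from -0.546 to 0.231 for FN1, from -0.088 to 0.114 for HIF1A, from -0.347 to 0.392 for MMP14 and from -0.143 to 0.206 for ZEB1.

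Depth limits the genes with few reads. At 7749021 to 9041067 apparent reads per library, 68.3% of the Table S1 genes had a mean normalized value below 10, against 30.4% of the genes with a read.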

Differences from the paper's values

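The ratio of ELK3 mRNA in siELK3 to siCon cells was 0.503 in the deposited RNA-Seq values, and the paper's value by RT-qPCR is about 0.24 in Fig. 3A, read by eye. None of the alternatives set before the data were examined closed the gap, and the ratio lay between 0.398 and 0.635 under them. The alternatives all use the same RNA-Seq libraries, so they could not test a difference between the assays or the experiments. On the transcript used here the RT-qPCR product ends 2827 bases before the 3′ end, whereas the RNA-Seq reads come from 3′ ends.

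The paper lists 262 genes past its thresholds, and 285 genes passed them in limma, of which 98 are in Table S1. With 1 prior spread for all genes in limma, an alternative chosen after seeing the values, all 262 Table S1 genes had an unadjusted p under 0.05. An ordinary linear model on the unlogged values, also chosen after seeing the values, gave 261 genes past both thresholds, all of them in Table S1. Its fold changes were 0.9996 to 1.0006 times the paper's and its p-values 0.980 to 1.04 times the paper's. The gene it left out, named after its values were seen, is ALPK3, whose p was 0.05002. Without the filter on the group mean, 62 further genes passed. Of the Table S1 genes, more than the 98 also had an unadjusted p under 0.05 on log2(CPM + 1) (229 genes), on log2(CPM + 0.1) (197 genes), on quantile-normalized values (194 genes) and with the replicate block (99 genes). All 6 ECM genes, of which 3 had an unadjusted p under 0.05 in limma, had one on log2(CPM + 1) and log2(CPM + 0.1), and, chosen after seeing the values, with 1 prior spread and on unlogged values. ELK3 itself is not in Table S1.

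The paper describes, from GSEA, a rise of genes of cell adhesion and a fall of genes of cell junction disassembly. The gene sets it used were not used here. In the cell adhesion families taken by symbol, the median log2 fold change was -0.017, with 29 genes higher and 37 lower.

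The paper's statistics section speaks of at least 3 independent experiments, and the RNA-Seq data analysed here have 2 libraries in each group. The pie graph of Figure 4B counts one more lower gene of migration and adhesion than the heatmap and the text.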

Other observations

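The tests on Table S1's procedure and the draws set against limma's 285 genes were chosen only after the result was seen.

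The 262 genes of Table S1 had few reads, with a median of 17.5 apparent reads over the 4 libraries against 354 for all genes with a read. An ordinary linear model on log2(CPM + 1), which damps genes with few reads, gave 116 genes past a 1.5-fold change and an unadjusted p under 0.05. Reads drawn with counting noise alone gave a median of 19 genes (from 7 to 29 in 100 draws), so counting noise does not account for all of these genes. The other split of the libraries that parts both same-numbered pairs gave 105 genes in this model, and the split by replicate number 475, so the 116 genes cannot be told apart from variation between libraries that is unrelated to siELK3. Under Table S1's procedure the same draws gave a median of 245 genes (from 204 to 290), against 261 genes in the deposited values and 294 when the procedure was applied to the apparent reads. A share of the genes in Table S1 may therefore be what counting noise gives in genes with few reads. Taken gene by gene, the exact binomial test of apparent reads gave an adjusted p under 0.05, over the 262 genes, for 173 of them. For the other genes a change cannot be told apart from counting noise. The genes were chosen by their change in these same libraries, so the 173 may overstate how many are past counting noise. The same other split gave 250 genes under this procedure, so 1 of the 2 splits, the real one, gave as many as 261. For limma's 285 genes past a 1.5-fold change and an unadjusted p under 0.05 that split gave 274 genes, and again 1 of the 2 splits gave as many as 285. With 2 splits a share cannot be small, so these counts cannot be told apart from a chance split of the libraries. The draws with counting noise alone gave a median of 366.5 genes past both thresholds in limma (from 244 to 422), against 292 genes when limma was applied to the apparent reads, so counting noise in genes with few reads may account for a number of genes as large as the one in the data. Split by replicate number, which parts no pair, Table S1's procedure gave 669 genes and limma 1133.

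PCDHGB6 and PCDHGA6 changed in opposite directions, with 8 and 8 apparent reads against 0 and 0, and 0 and 0 against 6 and 4, in siCon and siELK3 libraries. The annotation gives 1 last exon shared by a transcript of each gene, and a further transcript of each gene with a last exon of its own. How reads of the shared exon were divided between the 2 genes is not known, and a switch between them cannot be told apart from this.

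Genes for which the paper reports protein or RT-qPCR values, or which it discusses, were also in the deposited values. CDH1 (E-cadherin) was at 90.7 ± 25.6 normalized reads (SD, n = 2) in siCon and 77.3 ± 8.35 in siELK3 cells, a log2 fold change of -0.20 (adjusted p = 0.988 from limma). FN1 (fibronectin) was at 167.8 ± 62.7 and 149.8 ± 52.9, a log2 fold change of -0.16 (adjusted p = 0.991). The paper reports both as not different at the protein level in these cells (Fig. 3D). GAPDH, the reference gene of the RT-qPCR, was at 27968 ± 315.3 and 26569 ± 247.4, a log2 fold change of -0.074. The log2 fold changes of ZEB1, HIF1A, MMP14 and GATA3 lay between -0.23 (GATA3) and 0.032 (ZEB1), each with an adjusted p of at least 0.988 from limma.

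TLL2, a tolloid proteinase like BMP1 and chosen after its values were seen, had 2 and 0 apparent reads in the siCon libraries and 10 and 20 in the siELK3 libraries, with an adjusted p of 0.988 from limma and 0.0910 with the replicate block. The paper does not report it. No explanation was tested.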
